# Repurposing an inhibitor of ribosomal biogenesis with broad anti-fungal activity

**DOI:** 10.1038/s41598-017-17147-x

**Published:** 2017-12-05

**Authors:** Nuo Sun, Dongmei Li, Yuhan Zhang, Kyle Killeen, William Groutas, Richard Calderone

## Abstract

The lack of new antifungal compounds with unique mechanisms of action is a concern for therapeutic management of patients. To identify inhibitors against human pathogenic fungi, we screened ~3000 compounds provided by the Developmental Therapeutics Program of NIH/NCI against a panel of pathogenic fungi including *Candida* species, *Aspergillus fumigatus*, and *Cryptococcus neoformans*. NSC319726 (a thiosemicarbazone) had broad antifungal activity in the range of 0.1–2.0 µg/ml and was also inhibitory to fluconazole-resistant isolates of *Candida* species. Synergy was demonstrated with NSC319726 and azoles, as well as caspofungin. The inhibitory concentration 50% (IC_50_) of NSC319726 was 35–800-fold higher than the Minimum Inhibitory Concentration 50% (MIC_50_ values), which indicates low compound toxicity to human cells *in vitro*. Transcriptome analysis of treated and untreated *C. albicans* using Gene Ontology (GO) revealed a large cluster of down regulated genes that encode translational proteins, especially those with ribosome biogenesis functions. As NSC319726 was first shown to have anti-cancer activity, its affects against human pathogenic fungi establish NSC319726 as a repurposed, off-patent compound that has potential antifungal activity. The minimal *in vitro* toxicity of lead optimized NSC319726 and its reasonable inhibitory activity against pathogens suggest advancing this compound to *in vivo* toxicity testing and protection studies against candidiasis.

## Introduction

Invasive fungal infections remain common globally, and mortality caused by these pathogens now is equal to or exceeds drug resistant-*Mycobacterium tuberculosis* and malaria^1^. In the case of blood-borne candidiasis and invasive aspergillosis, low sensitivity diagnostic tests and even drug resistance can be linked to poor patient outcome^2,3^. Patients are stratified by risk factors, and in the absence of positive blood cultures, may be treated empirically. *Candida* species, *Cryptococcus neoformans*, as well as *Aspergillus species* have been added recently to the Federal Drug Administration (FDA) list of pathogens that constitute public health threats in the USA (https://www.federalregister.gov/documents/2014/06/05/2014-13023/establishing-a-list-of-qualifying-pathogens-under-the-food-and-drug-administration-safety-and). This designation seeks to incentivize new drug discovery and fast-track compounds for therapeutic intervention. Further, the Center for Disease Control and Prevention (CDC) provided descriptions of drug resistant bacteria and fluconazole resistant Candida (https://www.cdc.gov/drugresistance/pdf/ar-threats-2013-508.pdf).

Antifungal drug resistance is associated with one or more of the following mechanisms. Strains overexpress efflux pumps, such as Cdr1p, Cdr2p, Mdr1p (Candida Drug Resistance and Multiple Drug Resistant), have point mutations in the drug target protein such that the antifungal triazoles and caspofungin do not bind to fungal targets as well, or there is overexpression of target genes^2–5^. One of the rationales behind new drug discovery is to overcome the resistance to current antifungals such as the triazoles and echinocandins^4,6–8^. If so, then the sustained use of those drugs that select for resistant pathogens is possible, if synergy exists with another compound that counter selects for resistance. Recently, we demonstrated that a novel compound, bis[1,6-a:5′,6′-g]quinolizinium 8-methyl salt] (BQM), had broad activity against human pathogenic fungi^7^. The compound was especially active against MDR-resistant isolates of *Candida albicans*. Mechanistically, we noted that BQM only accumulated in *MDR1*-overexpressed and fluconazole-resistant clinical isolates of *Candida albicans* but not susceptible isolates, nor in an *mdr1*∆ and *mrr1*Δ null mutants^7^. Activated *MRR1* is a transcriptional regulator of resistance associated with *MDR1* overexpression^9^. Accumulation was correlated with increased susceptibility to BQM. By microarray, we also demonstrated an upregulation of many other transporters including those of the polyamine transporter family^7^. Susceptibility to BQM in MDR strains was reversed in the presence of polyamine transporter substrates as well as in a polyamine regulatory mutant.

We have recently utilized a compound library provided by the Developmental Therapeutics Program at the NIH/NCI (http://mli.nih.gov/mli/mlp-overview) to screen for inhibitors of pathogenic fungi. Many of the compounds from this library are known to have anti-cancer activity (or are active against other human diseases) and the mechanism of action of many has been suggested. These compounds are referred to as repurposed, if in fact additional activities (antifungal, for example) are identified^10,11^. In this regard, ~3000 compounds were screened for activity against a panel of pathogenic fungi representing several genera. Fluconazole-resistant isolates were among those screened. Of note, a thiosemicarbazone compound, NSC319726, revealed broad antifungal activity against a panel of pathogenic fungi including *Candida* species, *A. fumigatus*, and *C. neoformans* in the range of 0.1–2.0 µg/ml. Strikingly, NSC319726 was also highly inhibitory to multidrug-resistant isolates of *Candida* species. Importantly, no significant toxicity was found in wild type mice in previous studies^12^. As such, this manuscript highlights the susceptibility data and synergy of this compound. Also, we suggest a mechanism of action (MOA) of NSC319726, which entails inhibition of ribosome biogenesis and the induction of oxidative stress.

## Results

### NSC319726 has antifungal activity against a variety of pathogenic fungi

The inhibitory activity of NSC319726 (Fig. 1A) at concentrations of 0–100 μg/mL was measured against *C. albicans* SC5314 (Fig. 1B). A 50% inhibition of growth was observed at a concentration of ~0.1 µg/mL of NSC319726. Susceptibilities to other *Candida* species, *Aspergillus fumigatus*, and isolates of *Cryptococcus neoformans* were also measured and compared to fluconazole **(**Table 1 **)**. Three of the *C. albicans* strains (5674, TW17, and G5) as well as *C. krusei* were resistant to fluconazole (32–128 μg/mL) but susceptible to NSC319726 at concentrations less than 1 μg/mL. All other isolates were susceptible to NSC319726 with MIC values near or lower than fluconazole.

**Figure 1:**
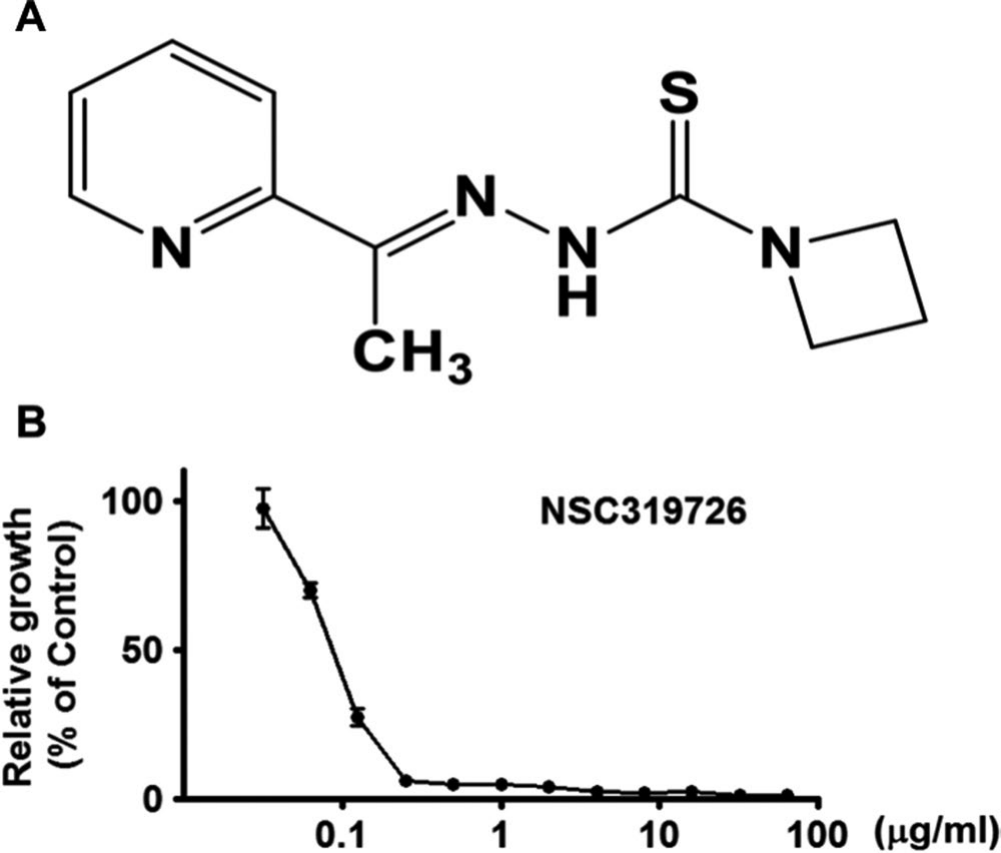
(**A**) The structure of NSC319726 is shown. (**B**) The relative growth of *C. albicans* (SC5314) is shown as a % of WT cell growth at concentrations of NSC319726 from 0.05–100 μg/mL compared to untreated cells.

**Table 1:** NSC319726 is inhibitory to isolates of *Candida* species as well as *Cryptococcus neoformans* and *Aspergillus fumigatus*. MIC assays were performed in a standard M27-A microdilution assay format. These data are compared to fluconazole. Three isolates of *C. albicans* and one of *C. krusei* were resistant to fluconazole but susceptible to NSC319726. MIC_50_ data are shown as μg/ml for each species.

Isolates/compounds	NCS319726	Fluconazole
*C. albicans (SC5314)*	0.1	0.25
*C. albicans (5674)*	0.4	128
*C. albicans (TW17)*	0.4	128
*C. albicans (G5)*	0.4	64
*C. parapsilosis*	0.1	1
*C. guilliermondii*	0.2	2
*C. glabrata*	0.2	2
*C. tropicalis*	0.2	0.5
*C. lusitaniae*	0.1	2
*C. apicola*	0.1	0.25
*C. krusei*	0.2	32
*Cr.neoformans H99*	0.2	4
*Cr.neoformans JEC-21*	0.1	2
*Aspergillus fumigatus*	2	16

The fungicidal activity of NSC319726 for *C. albicans* strains SC5314 and SN250 was also evaluated. By definition, the MFC/MIC ratio must be ≤4 for a compound to be defined as fungicidal. We demonstrate that NSC319726 is fungicidal to *C. albicans* strain SC5314 with an MFC/MIC = 1–2 for MIC_80_ or MIC_100_ values (Table 2).

**Table 2:** Fungicidal effects of NSC319726 (MFC/MIC) against *C. albicans* SC5314.

Inbt. or Killing percentage (%)	MIC (μg/ml)	MFC (μg/ml)	MFC/MIC
MIC_80_ or MFC_80_	0.125	0.25	2
MIC_100_ or MFC_100_	0.5	0.5	2

MFC/MIC ≤ 4 indicates a fungicidal effect.

### NSC319726 displays synergy with fluconazole, other triazoles and caspofungin

Initially, synergy was evaluated using drop plate assays **(**Fig. 2A). When used alone, both NSC319726 (1 μg/mL) and fluconazole (16 μg/mL) exhibited similar inhibitory activity against two strains of *C. albicans* (SC5314 and SN250) compared to growth of both strains without compounds (Fig. 2A, panels 1–3, top to bottom). However, NSC319726 and fluconazole together displayed synergy at the same concentrations as each drug added alone (Fig. 2A, bottom panel).

**Figure 2:**
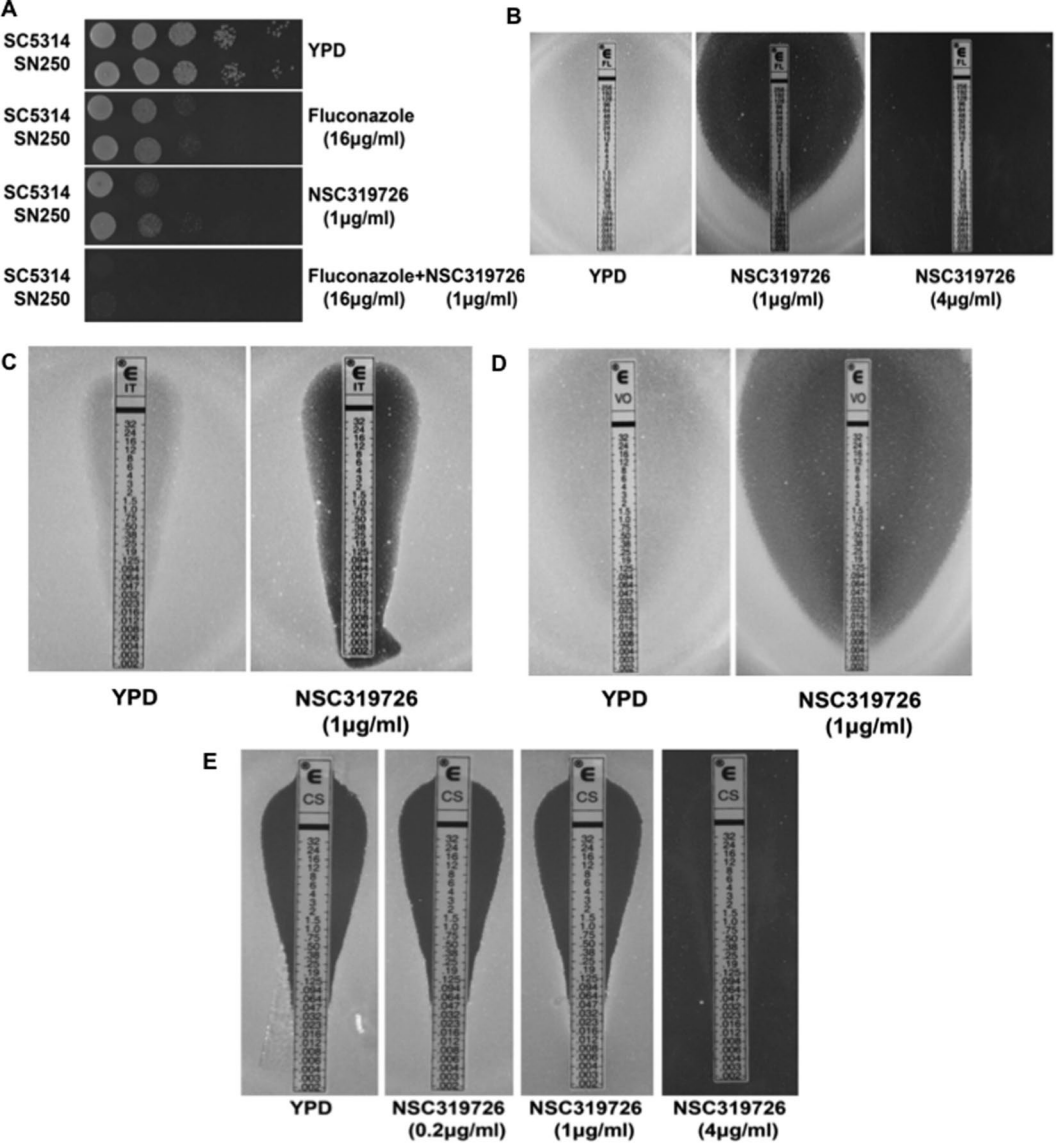
Synergy is demonstrated with NSC319726 and triazoles or caspofungin. (**A**) Drop plate assays are shown using NSC319726 alone (1 µg/mL), fluconazole alone (16 µg/mL), or NSC319726 in combination with fluconazole (FL) (16 µg/mL) (top to bottom panels). The combination of both drugs had a greater inhibition than either used alone. E-test assays were also performed with: (**B**) fluconazole (YPD only, far left) and NSC319726 at 1 μg (center) or 4 μg/ml; (**C**) itraconazole (IT) and NSC319726 (1 μg/mL); (**D**) or NSC319726 and voriconazole (VO), and (**E**) NSC319726 and caspofungin (CS) (0–4 μg/mL). Synergy is demonstrated for each combination, although more compound was needed to see maximum synergy with CS (4 μg/ml).

Further testing on synergy was done using E-tests (Epsilometer tests, Etests). We demonstrated that NSC319726 (in agar) caused synergy with fluconazole (Fl) (Fig. 2B), itraconazole (IT) (Fig. 2C), or voriconazole (VO) (Fig. 2D), each on E-test strips. Caspofungin (CS) (Fig. 2E) and NSC319726 were also synergistic but at a higher concentration of NSC319726 (Fig. 2E). Cultures were established to yield confluent growth on plates after incubation with E-test strips. The experiments demonstrate that NSC319726 synergizes with the triazoles but only at 4 μg/mL with caspofungin. Our reason for also choosing E-tests to measure synergy was the ease of handling these assays, the use of many more concentrations of triazoles and caspofungin, the 90% agreement of E-tests with broth dilution methods, and the simplicity of the assay.

### NSC319726 has minimal toxicity to human cell lines

Previously, NSC319726 was reported to inhibit growth of mammalian cancer cell lines with a p53 mutation^12^. P53 is a tumor suppressor protein. Healthy cells otherwise lacking the mutant p53 protein are not inhibited by NSC319726. Importantly, this compound was remarkably non-toxic to the wild type mouse strain Balb/c-3T3 and human WI38 fibroblast cells. Furthermore, no significant toxicity was found in wild type mice receiving 5 mg/kg/day^12^. We also observed minimal toxicity of NSC319726 *in vitro* against two human liver (hepatocyte) cell lines (HUH-7 and HepG-2) (Table 3). The IC_50_/MIC_50_ ratio (IC_50_, concentration of the compound that causes 50% cytotoxicity of liver cells; MIC_50_, minimum inhibitory concentration that causes 50% inhibition of fungal cell growth) was 800-fold higher following a 24 h incubation of cell lines with NSC319726 and 35–330-fold higher at 48 and 72 h. Therefore, NSC319726 is an attractive lead compound with strong antifungal activity and low toxicity to human cell lines in agreement with observations as stated above.

**Table 3:** Toxicity (IC_50_/MIC_50_) of NSC319726 to human liver cell lines Huh-7 and HepG-2 was measured at 24, 48, and 72 h post-treatment. The data are expressed as ratios of IC_50_/MIC_50_. Depending upon the time of incubation with the compound, the IC_50_ concentrations were 35–825-fold higher to achieve inhibition than the concentration to achieve an MIC_50_.

hours	Huh-7 Cells	HepG-2 Cells
24 h	825	780
48 h	330	330
72 h	35	35

Data are represented as an average of two experiments.

### NSC319726 affects ribosome biogenesis and reduces protein synthesis

We next investigated the antifungal mechanism of action (MOA) of NSC319726 against *C. albicans* SC5314. We first used transcriptome analysis of wild type *C. albicans* treated or not with compound. Exponentially growing cells were treated for 60 min with 4 μg/ml of NSC319726. 

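Gene expression was measured on 2 one-color Agilent microarrays, 1 hybridized with RNA of untreated *C. albicans* SC5314, the common laboratory strain of this yeast, and 1 with RNA of cells treated with NSC319726 at 4 μg/ml for 60 min. The deposited treatment entry of the untreated sample also names the compound, and that array was taken as untreated from its title and source name. With 1 array per condition available here, no spread between cultures could be estimated, no test was run and no p-value is given for any difference. The methods state a p-value cutoff, which needs replicates, and whether further arrays existed is not known. A difference between the 2 cultures that the compound did not cause cannot be told apart from an effect of treatment. Both arrays lay on 1 slide and were read in 1 scan, at 2 positions of the slide, so that position and treatment cannot be told apart. The methods give RPMI 1640 medium for the treatment, whereas the sample labels give YPD. The authors deposited the scanner intensities, which the Agilent software had corrected for background and for trends across the array but which had not been scaled between arrays. The median intensity of the gene spots was 5130 on the untreated array and 6310 on the treated array, over median local backgrounds of 33 and 38 intensity units. Of the gene spots, 96.3% were well above background on the untreated array and 98.1% on the treated array, and no spot was saturated. Each log2 intensity was taken relative to the 75th percentile of its array, which lowered the treated array by 0.37 against the untreated array. Spots of a probe were averaged, and then the probes of a gene. A probe not well above background on 1 array entered with a bound, the higher of its own signal and the lowest signal among probes well above background there, and a probe not well above background on both arrays was left out. At least 1 probe was left for 6036 genes. Values below are log2 differences, treated minus untreated, and a gene was counted as changed at a 2-fold difference. The choice of scaling changes these values, and without any scaling the median log2 difference of all genes was 0.38, against 0.01 with it.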

To identify the cellular pathways affected by treatment of *C. albicans*, we performed Gene Ontology (GO) analysis of the downregulated genes. Strikingly, the highest category of downregulated genes showed that they are associated with a large cluster of genes encoding components of the translational machinery in response to treatment (Fig. 3 and Supplemental Table 1). 

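Apart from 12 genes, the array lists genes by orf19 identifiers, and 57 of the 150 entries of Supplemental Table 1 are given by such an identifier. The other 93 are given by symbols, which no table used here pairs with the array's identifiers, and were not analysed here. The median log2 difference of the 57 genes was -2.33, a 5.04-fold lower signal in treated cells. The genes ranged from -3.28 to -1.59, and the middle 50% of them lay between -2.57 and -2.01. Every one of the 57 genes was at least 2-fold lower, by its mean and by each of its probes in use. For the 56 genes with both probes in use, the probes differed by a median of 0.08 and by at most 0.52, which is less than the distance of the list from 0. Among 10000 random lists of 57 genes matched on mean signal, 95% had a median between -0.28 and 0.18, and 0 had a median as low. This percentile describes these 2 arrays only, and because the study chose the list on the same arrays it is not independent evidence. Leaving the arrays unscaled moved the median most, to -1.96, and relative to all genes it was -2.34 with and without scaling. The paper reached its statement through Gene Ontology analysis of the downregulated genes, in which ribosome biogenesis formed the largest named category of Fig. 3.

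**Figure D1:**
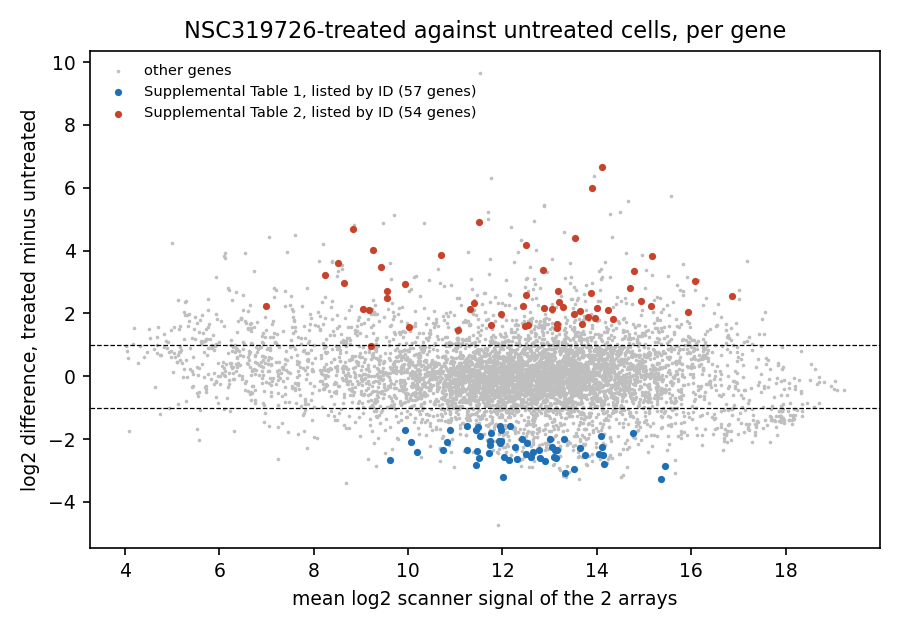
Log2 difference (treated minus untreated, vertical axis) of each gene against its mean log2 scanner signal over the 2 arrays (horizontal axis). Each point is 1 gene, and the dashed lines mark 2-fold. The 57 genes of Supplemental Table 1 listed by ID (blue) lie between -3.28 and -1.59. The 54 genes of Supplemental Table 2 listed by ID (red) lie between 0.97 and 6.64. Grey points are other genes, some of which the tables list by symbol.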

The vast majority of these genes had functions associated with ribosome biogenesis, including genes encoding cytoplasmic ribosomal proteins, rRNA processing enzymes, tRNA (transfer RNA) synthetases, RNA polymerase III subunits, as well as translation initiation and elongation factors. 

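Of the 150 descriptions in Supplemental Table 1, 85 contain rRNA or ribosom, and 40 of these entries are given by an orf19 identifier. Their median log2 difference was -2.34, and that of the 17 remaining genes with an identifier was -2.28. The 10 largest falls among genes whose probes were all past 2-fold and well above background on both arrays include 2 genes that the table lists by identifier. The first, orf19.6090, is described there as a putative nucleolar protein with a predicted role in pre-rRNA processing. Its signal was 115305 intensity units on the untreated array and 15370 on the treated array before scaling, and its log2 difference was -3.28, with -3.14 and -3.42 for its probes. The second, orf19.6886, is described through orthologs that bind rRNA and act in maturation of the large subunit rRNA. Its signal was 11060 and 1547 intensity units, respectively, and its log2 difference was -3.21, with -3.17 and -3.25 for its probes. Ribosomal proteins, tRNA synthetases, RNA polymerase III subunits and translation factors that are known by symbol only were not analysed here.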

Ribosome biosynthesis is a highly complex and coordinated process. It is also one of the major metabolic pathways in all cells. Inhibition of ribosomal RNA metabolism has been shown to activate the signaling pathway for p53 induction^13^, and perturbation of ribosome biogenesis triggers a p53-activating signaling pathway independently of DNA damage^14^. p53 restoration by NSC319526 in mammalian cells is likely a subsequent effect due to modulation of ribosomal functions.

**Figure 3:**
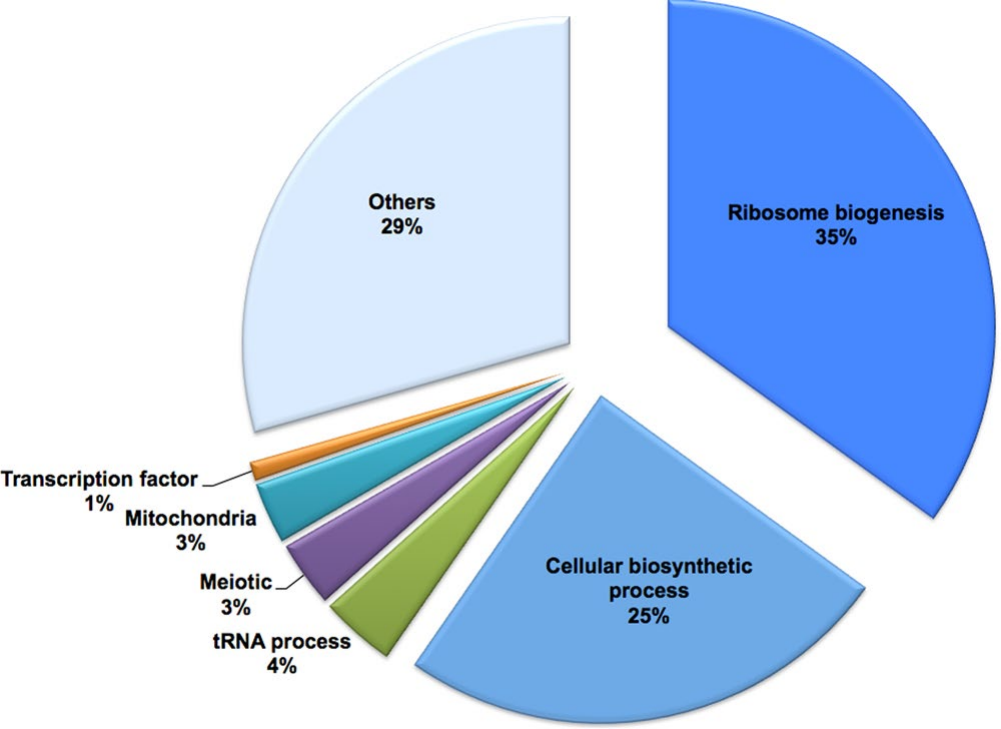
Microarray analysis of NSC319726-treated samples from *C. albicans* strain SC5314. Data are presented as a pie chart of functional gene categories (Gene Ontology Term analysis) of down regulated genes in treated cells compared to the untreated control. A total of 429 genes were down regulated, defined by a minimum 2-fold decrease of gene expression, including ribosome biogenesis genes (35%). Gene data in Figs 3 and 5 can be found in GSE-106486.

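With the scaled scanner intensities, 841 of the 6036 genes measured (13.9%) were at least 2-fold lower in treated cells. For 776 of them every probe passed 2-fold, and 6 of the 841 rest on a bound because a probe was not well above background on 1 array. At least 3-fold lower were 372 genes, and at least 4-fold lower 191 genes. The count depends on the scaling of the arrays. Without scaling, 505 genes were at least 2-fold lower and 1432 at least 2-fold higher, and the lower genes made up 26.1% of the changed genes, against 48.7% with scaling. The largest fall was that of orf19.1691, an identifier that the files do not pair with a name. Its log2 difference was -4.74, from 17529 intensity units on the untreated array to 847 on the treated array before scaling, and its probes gave -4.70 and -4.79. Next came orf19.5621, also without a name in the files, at -3.41. Its probes differed more, at -2.77 and -4.04, and over the alternatives run it lay between -4.69 in the authors' deposited table and -2.77 with the brightest probe only.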

Since ribosome biogenesis and related genes are down regulated by NSC319726, we also measured protein synthesis in compound-treated and untreated cells. We show that protein synthesis (measured by incorporation of ^3^H-leucine) was reduced in treated fungal cells only (Fig. 4 **)**, although inhibition in treated *C. albicans* strains SC5314 and SN250 was strain-specific (40% and 75%, respectively).

**Figure 4:**
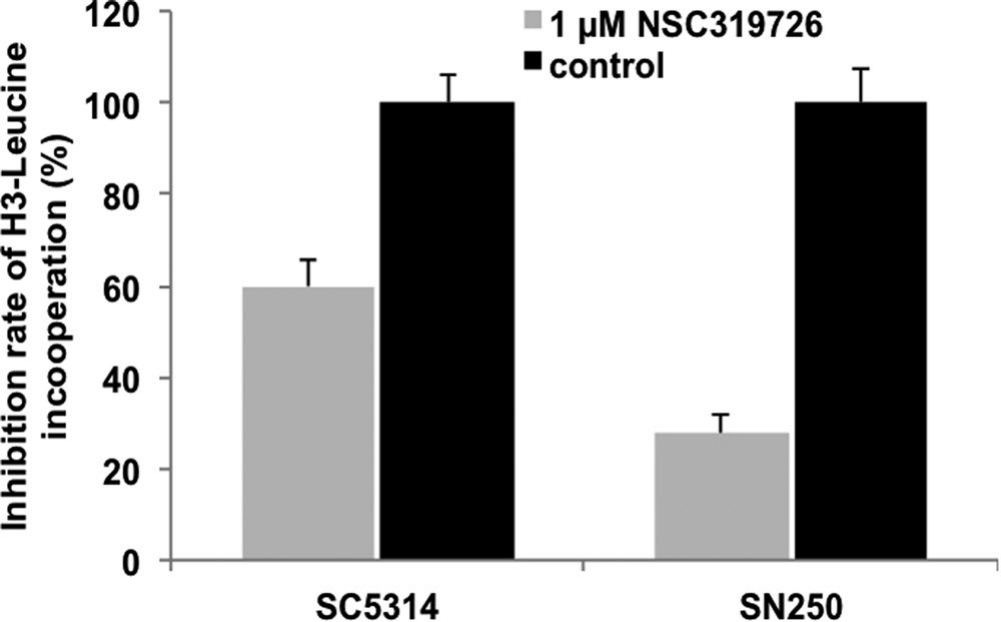
Protein synthesis (incorporation of ^3^H-leucine) is significantly reduced in NSC319726-treated compared to untreated cells of *C. albicans* strains SC5314 and SN250.

In addition to the ribosomal biogenesis pathway, we also note that genes associated with cellular biosynthetic process (25%), meiosis (3%), and mitochondria (3%) are downregulated in response to treatment (Fig. 3). Interestingly, core stress response genes were also found in abundance among the up regulated genes upon treatment, the majority of which are implicated in oxidative stress responses by their induction due to reactive oxygen species (ROS) (Fig. 5 and Supplemental Table 2), including genes encoding oxidoreductases (*EBP1*, *OYE32*, *PST2*), superoxide dismutases (*SOD2-4*), thioredoxin reductase (*TRR1*), glutathione reductase and peroxidase (*TTR1*, *orf19.86*), glutathione S-transferases (orf19.720, orf19.2613, orf19.3121, orf19.6947, orf19.2693) and an AP-1 family bZIP transcription factor, *CAP1*. 

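Of the genes named here, 7 could be found on the array by identifier. CAP1 was taken as orf19.1623, which is the identifier under which Supplemental Table 2 lists an AP-1 bZIP transcription factor. All 7 were at least 3-fold higher in treated cells, with a median log2 difference of 2.10 and a range from 1.82 to 4.70. The largest rise among them was that of the glutathione S-transferase orf19.3121, from 78.6 intensity units on the untreated array to 2646 on the treated array before scaling, a log2 difference of 4.70. The low untreated signal makes this value sensitive to the background, and with normexp background correction it was 3.58. Without scaling, which shifts every gene by 0.37, it was 5.07. The putative glutathione peroxidase orf19.86 had a log2 difference of 3.03, with signals of 21449 and 226568 intensity units, respectively. For orf19.1623 the log2 difference was 2.71, with 2.53 and 2.88 for its probes. The log2 differences of the remaining glutathione S-transferases were 2.10 for orf19.720, 1.98 for orf19.6947, 1.86 for orf19.2693 and 1.82 for orf19.2613. Without scaling, the median of the 7 genes was 2.47. EBP1, OYE32, PST2, SOD2-4, TRR1 and TTR1 are given by symbol only and were not analysed here. In Supplemental Table 2, 54 of 98 entries are given by identifier. Their median log2 difference was 2.28, with a range from 0.97 to 6.64, and 53 of the 54 genes were at least 2-fold higher. The exception was orf19.5144, described as similar to a stress-related cell wall protein, at 0.97. Its probes differed, at 1.76 and 0.19. The medians of 10000 random lists of 54 genes matched on mean signal lay between -0.25 and 0.28 in 95% of lists, and 0 lists had a median as high. The study chose these genes on the same arrays, so this is not independent evidence. The paper attributes the induction of most of these genes to reactive oxygen species, and it then measured ROS in treated cells.

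**Figure D2:**
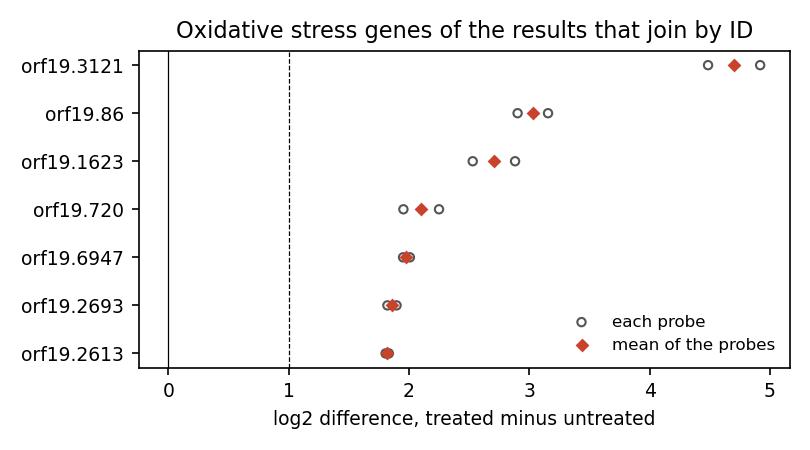
Log2 difference (treated minus untreated, horizontal axis) of the 7 genes found by identifier. Open circles are the probes of a gene and diamonds their mean. The dashed line marks 2-fold. The means lie between 1.82 and 4.70, and every probe lies above 2-fold.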

The ability to sense and respond to ROS generated by the host immune system is required for *C. albicans* to survive in the human phagocytes^15,16^. Pharmacological ROS insults could have significant therapeutic implications to preferentially eliminate fungal pathogens. NSC319726 belongs to the thiosemicarbazone family, and a property of the thiosemicarbazones is that they modulate the redox state of the cells^17,18^.

**Figure 5:**
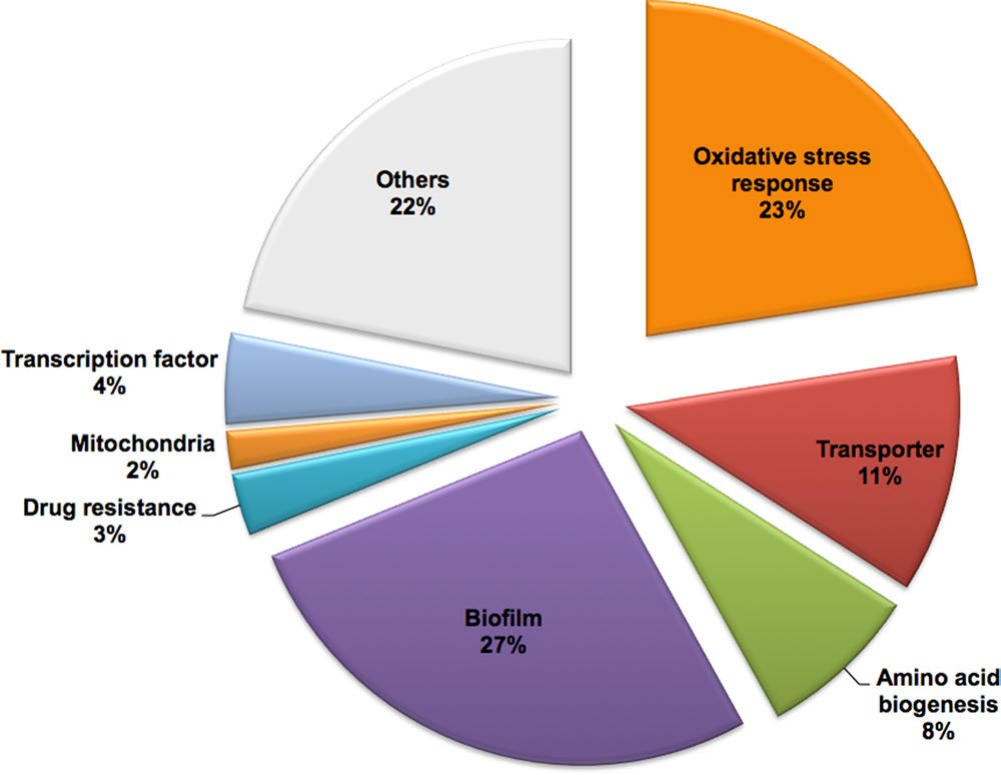
Microarray analysis of NSC319726-treated samples from *C. albicans* strain SC5314. Data are presented as a pie chart of functional gene categories (Gene Ontology Term analysis) of up regulated genes in treated cells compared to the untreated control. A total of 434 genes were up regulated, defined by a minimum 2-fold increase of gene expression, including core stress response genes (23%).

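At least 2-fold higher in treated cells were 887 of the 6036 genes measured (14.7%). Every probe passed 2-fold for 811 of them, and 105 of the 887 rest on a bound because a probe was not well above background on 1 array. At least 3-fold higher were 438 genes, and at least 4-fold higher 254 genes. Large rises were more frequent than large falls, as 70 genes were at least 10-fold higher and 2 at least 10-fold lower. The largest rise was that of orf19.4652, whose identifier the files do not pair with a name, with a log2 difference of 9.64 and 9.46 and 9.82 for its probes. Its signal before scaling was 90.1 intensity units on the untreated array and 96969 on the treated array. The next was orf19.1048, which Supplemental Table 2 describes as an aldo-keto reductase, at 6.64, with 6.21 and 7.08 for its probes. Also among the 10 largest rises was orf19.3537, described there as a putative sulfiredoxin, at 5.98.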

In support of this, we found that NSC319726 caused an increase in ROS production in SC5314 *C. albicans* compared to untreated cells (Fig. 6A). ROS increases were noted in both exponential and stationary phase cells (Fig. 6A). The % survival of SC5314-treated cells was increased by the ROS scavenger N-acetyl cysteine (NAC) (Fig. 6B). Collectively, these data suggest that the antifungal mechanism of NSC319726 is at least partially related to toxic ROS production in *C. albicans*. What initiates the increase in ROS is unclear, although it may be related to the inhibitory effect of the compound on ribosome biogenesis and a core stress response that is unable to protect cells from stress damage.

**Figure 6:**
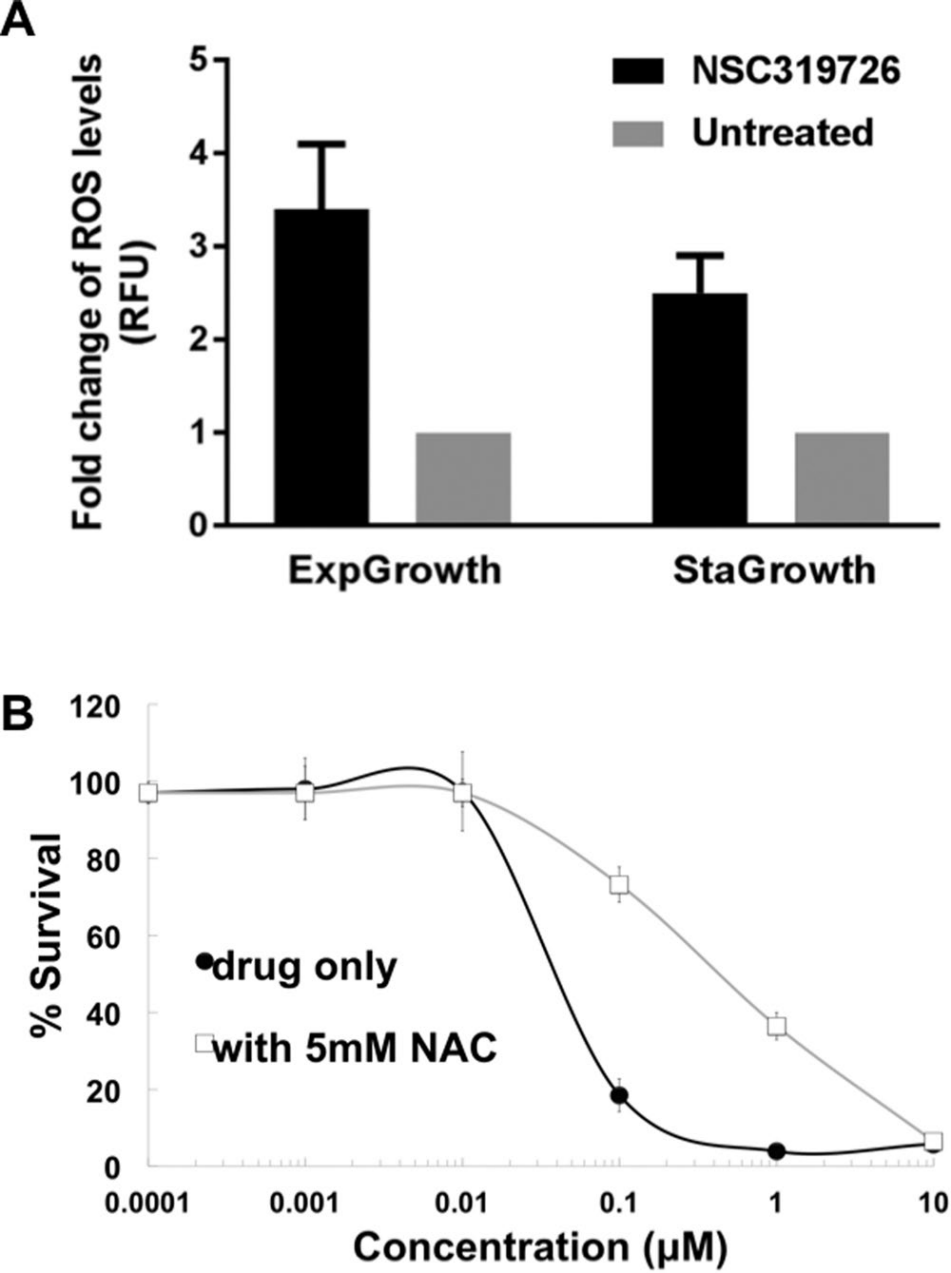
(**A**) ROS is increased in NSC19726-treated but not in untreated cells of *C. albicans* strain SC5314. ROS levels were higher from exponential phase growth compared to stationary phase growth. (**B**) The % survival of SC5314 in the presence of NSC19726 was increased when cells were co-treated with N-acetyl cysteine (NAC), which is an inhibitor of ROS.

Other pathway categories among the upregulated genes were functions associated with biofilm formation (27%), amino acid biogenesis (8%), mitochondrial functions (2%), transmembrane transporters (11%), and drug resistance (3%) (Fig. 5 and Supplemental Table 2). Induction of these genes might also be partially due to oxidative stress. Thus, a general stress response is caused by NSC319726. 

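The authors' deposited table gives 1 signed fold change per gene for 6101 genes, where a negative value is the inverse ratio of a gene lower in treated cells. In the authors' deposited table the values run from -30.6 to 668, with 0 values between -1 and 1. At 2-fold, the authors' deposited table holds 952 lower and 902 higher genes, and at 3-fold 429 lower and 434 higher genes. Of the 841 genes at least 2-fold lower by the scaled scanner intensities, 786 were so in the authors' deposited table as well, and of the 887 higher genes 814 were. Across genes, which are not independent replicates, the log2 values of the authors' deposited table and those from the scanner intensities had a Pearson correlation of 0.97 and a median absolute difference of 0.07.

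**Figure D3:**
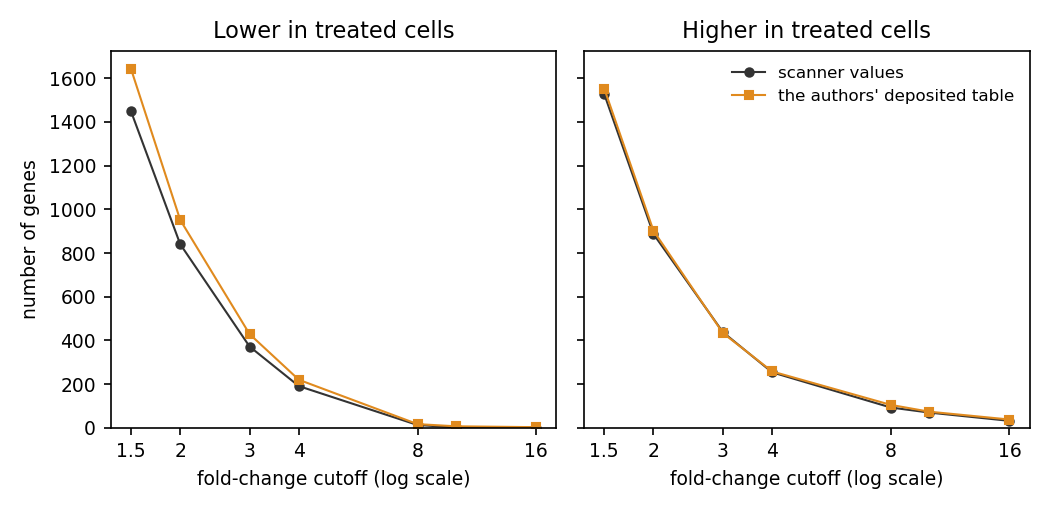
Number of genes (vertical axis) lower (left) and higher (right) in treated cells at each fold-change cutoff (horizontal axis, log scale). Circles are counts from the scaled scanner intensities and squares counts from the authors' deposited table. The counts fall steeply between 2-fold and 3-fold, from 841 to 372 lower genes by the scanner intensities.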

Down and upregulated gene data sets have been submitted to a public database (GSE-106486).

NSC319726 thus appears to cause numerous changes in cells at the transcriptional level as well as reducing cellular protein synthesis. As mentioned above, ROS levels contribute to cell death since reducing ROS with the NAC inhibitor increases viability. Thus, the primary effect of this compound that causes cell death is speculative.

## Discussion

Thiosemicarbazones such as NSC319726 have been evaluated for their antifungal and antibacterial activity^19–24^. Some of these reports are difficult to compare to our data since strains are often not identified, and MIC procedures do not always follow standardized methods. Soni *et al*., report activity against *Bacillus subtilis*, *E. coli*, *Streptomyces griseus*, *C. albicans*, and *Aspergillus niger* as determined by using a screening cup-plate assay^24^. Moderate activity was demonstrated by a series of derived thiosemicarbazones against *C. albicans* and non-albicans species^21^. A greater activity of specific thiosemicarbazones and hydrazones was noted against *Cladosporium cladosporioides* and *C. glabrata* but not *C. albicans* ^22^. While thiosemicarbazones were the focus of studies reported above, our data are clearly more expansive and include synergy and, preliminary MOA determinations.

Synergy of NSC319726 with triazoles was demonstrated although a higher concentration of NSC319726 was required to induce synergy with caspofungin. Synergy usually means each compound inhibits different targets. We suspect that NSC319726 targets the ribonucleoprotein complex, but high amounts of ROS are produced by treated cells, so the synergy may be due to ROS toxicity and ergosterol inhibition (triazole). As triazoles are known to select for resistance among isolates and species, compounds that synergize with triazoles may be useful in extending their shelf life.

We have used GO analysis to identify transcriptional changes associated with the treatment of *C. albicans*. In this regard, we demonstrate that NSC319726 causes a down regulation of an aggregate of genes encoding ribosomal biogenesis and related functions. Consequently, protein synthesis is reduced in treated cells as measured by leucine incorporation. Treated cells also have an increased ROS. Intriguingly, NSC319726 is one of two compounds that rescue the function of mutated TP53 (p53^R175H^)^12^. WT *TP53* encodes a tumor suppressor. However, the*TP53* mutation mentioned above results in a conformational change that decreases p53 binding to DNA and reduces transcription of *MDM2*, a known negative regulator of p53^12^. As a result of this mutation, tumorigenesis, invasion and metastasis occur.

As stated above, a direct effect of NSC319726 on ribosome biogenesis which causes cell death will require more study. In *Mycobacterium tuberculosis*, global transcriptional repression occurs during dormancy while low-abundant mRNAs are retained and are stable even under poor nutrient conditions^25^.

NSC319726, as mentioned above, has minimal toxicity to mice, and in this study, to human liver cell lines. We hypothesize that the compound binds to a closely related target in fungal cells. Unanswered is whether or not animals are protected against fungal infection. Those experiments along with *in vivo* toxicity determinations are needed. Repurposed compounds represent one of several approaches to the identification of new antifungals, reviewed in^26^.

## Materials and Methods

### Strains, maintenance and compounds

All strains used in the present study were maintained as frozen stocks and propagated on yeast extract-peptone-dextrose (YPD) agar when needed (1% yeast extract, 2% peptone, 2% glucose, 2% agar). All compounds were provided through the Developmental Therapeutics Program of the NIH/NCI, http://mli.nih.gov/mli/mlp-overview. Compounds included the 10 mM Diversity Set, Approved Oncology Drugs, 10 mM Natural Products Set, and 1 mM Mechanistic Set. Collectively, we screened 2,958 compounds. NSC319726 was chosen for this study because of its low MIC, presumed minimal toxicity, and the susceptibility of antifungal drug resistant strains.

### Antifungal susceptibility testing by broth microdilution

Drug susceptibility testing of all compounds was carried out in flat bottom, 96-well microtiter plates (Greiner Bio One) using the broth microdilution protocol according to the Clinical and Laboratory Standards Institute M-27A method. Growth inhibition of all strains was evaluated in the presence of varying concentrations of drug and reported as a % inhibition of untreated cells as previously described^6,7^. Experiments were repeated twice. Inhibition was measured based on OD_595_ growth data with or without compound (negative control). Compound screens for activity were determined against a panel of *Candida* species (fluconazole resistant or susceptible), *Aspergillus fumigatus*, and *Cryptococcus neoformans*.

### Minimal fungicidal concentration (MFC) determinations

The *in vitro* fungicidal activities were determined by sub-culturing 10 μl of the cell suspension from each microtiter plate well that showed complete inhibition in the MIC assays. Cells were cultured on YPD agar plates^27^. The cultures were incubated at 30 °C for 48 h. The MFC was determined to be the lowest drug concentration that resulted either in no growth or in fewer than five colonies per plate. If the ratio of the MFC to the MIC concentration was <4, the compound was designated as fungicidal; otherwise, a >4 ratio was designated as fungistatic.

### Antifungal susceptibility testing by drop plate assays and E-tests

The effects of NSC319726 on isolate susceptibility and resistance were also determined with E-test strips (AB Biodisk) on YPD medium. For *C. albicans*, cell densities of overnight cultures (YPD, 30 °C) were determined by hemocytometer counts. 5 × 10^5^ cells were plated to obtain confluent growth on YPD with or without compound (1–4 μg/ml) before application of antifungal test strips. Strips contained drugs (FL, fluconazole; IT, itraconazole; VO, voriconazole; CS, caspofungin) at concentrations ranging from 0.002 to 32 μg/mL. The plates were incubated at 35 °C, and evaluated at 24 and 48 h of incubation for growth inhibition. Growth inhibition was also visualized by plating 5 µL of ten-fold serial dilutions of cells onto YPD agar plates containing NSC319726 and/or fluconazole at the indicated concentrations. Cells had been grown overnight in YPD broth at 30 °C, washed with saline, and counted using a hemocytometer. Plates were photographed and evaluated at 48 h of incubation at 30 °C.

### Toxicity assays

Cell viability was determined by treating HepG-2 and Huh-7 human liver cells with NSC319726^27^. The 50% cell cytotoxicity (IC_50_) concentrations were calculated after 24, 48, and 72 hours by staining cells with neutral red according to standard procedures. Data are indicated as IC_50_ for NSC319726. We calculated IC_50_ /MIC_50_ ratios to determine the toxicity to cell lines expressed as fold-changes in toxicity.

### RNA preparation and microarray analysis

*C. albicans* SC5314 was grown at 30 °C overnight in YPD medium and washed twice with 0.1 M PBS (pH 7.0). Cells were suspended in RPMI 1640 medium and treated with NSC319726 (4 μg/ml) for one h. As previously described^7^, total RNA was extracted; the integrity and purity were assessed using an Agilent Bioanalyzer (Aglient Technologies) at OD_260/280_. One-color microarray-based gene expression analysis was done using the Agilent Low Input Quick Amp Labeling kit. *C. albicans* cDNA synthesis was carried out using 100 ng of total RNA, and all other methods followed the manufacturer’s instructions. Hybridization was carried out for 17 h in an Agilent SureHyb hybridization chamber, and the microarrays were scanned with an Agilent SCAN Microarray Scanner System using the AgilentHD_GX_1-color 5 μM protocol. A total of 6101 genes are represented by two sets of probes, both spotted in duplicate. 

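In the scanner files, 6101 genes have 2 distinct probes each, 12202 probes in all. Of these probes, 9796 (80.3%) lie on 1 spot, 2256 on 2 spots and 150 on 6 spots. Spots flagged as outliers on either array, 51 in all, were left out. For the 145 probes on 6 spots that were well above background, the SD of the log2 difference between spots had a median of 0.041. For 5931 genes with both probes in use, the probes of a gene differed by a median of 0.08 on the log2 scale, and 95% of genes by at most 0.44. For 102 genes (1.7%) they differed by more than 1. These values give the technical precision within 2 arrays and not the variation between cultures.

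**Figure D4:**
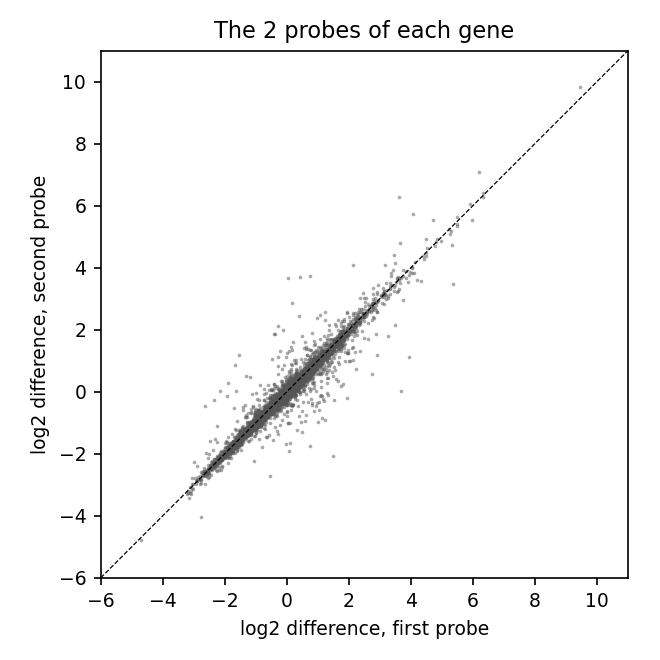
Log2 difference (treated minus untreated) of one probe of each gene (horizontal axis) against that of its other probe (vertical axis), for 5931 genes. The dashed line marks equal values. Most genes lie close to the line, and 102 differ by more than 1.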

Probes were randomly distributed. Tiff format image files were analyzed by Agilent Feature Extraction software. Cyanine 3 intensities were then logarithmetically transformed and statistically normalized. As previously described in our analysis, we adopted the cutoff for the parametric P value of <0.05 and fold change of >2 to determine the significant gene lists, using the false-discovery rate (FDR) as a reference. Genes that were up- or downregulated 2.0-fold were selected and considered to be differentially expressed. Gene ontology analysis was performed at the Candida genome database (CGD, www.candidagenome.org). The microarray data have been deposited to the GEO database with accession number [GSE106486].

### Protein Synthesis

TCA-precipitation of total cell protein: overnight growth of *C. albicans* wild type strains SC5314 and SN250 in YPD broth was diluted and grown to mid-log phase in 3-ml of Synthetic Complete (SC) medium (1 × 10^6^ cells/mL) containing 0.33 μM of leucine (final concentration) at 30 °C. The cells were collected, washed twice with PBS, and suspended in 1 ml of SC medium without leucine. Each cell suspension was divided into 2 parts, and one part was treated with 1 μM NSC319726 for 2 h at 30 °C, 200 rpm. The other half of the cell suspension was incubated at 30 °C for 2 h without drug treatment. Aliquots of 200 µL (1 × 10^6^ cells) were withdrawn in triplicate and incubated with 5 µCi L-[4,5-^3^H] of leucine for an additional 2 h at 30 °C with gentle shaking. Non-incorporated leucine was removed by washing cells with PBS twice (pH 7.0), and cells were incubated with 800 µL of 5% trichloroacetic acid, then heated at 90 °C for 20 min. For all samples, radiolabelled protein was collected on nitrocellulose filters (0.45 µM, Millipore) and rinsed with water and ethanol 3 times. The radioactivity of each dried filter (in triplicate) was measured using a scintillation counter. ^3^H-Leucine incorporation of each sample was determined by comparing the cpm of drug treated samples versus untreated cells. Experiments were repeated twice.

### Measurements of cell reactive oxidant species (ROS) in treated cells

As previously described^28^, intracellular ROS production was detected by staining cells with the ROS-sensitive fluorescent dye DCFH-DA (2,7-dichlorofluoresceindiacetate; Sigma). Cells from 25-mL cultures grown at 30 °C overnight in YPD medium were collected and washed twice with phosphate buffered saline, pH 7.0 (PBS). The pellets were suspended to 10^6^ cells in 10 ml of PBS plus 2% glucose and treated with or without 10 μM DCFH-DA for 30 min at 37 °C in the dark. Cells from each sample were collected, washed twice with PBS after staining, and suspended in PBS plus 2% glucose, then treated with NSC319726 at the indicated concentrations for 2 h at 30 °C. The fluorescent intensity was measured using a FACScan flow cytometer (Becton Dickinson). Propidium iodide (PI) was added to each sample to measure dead cells prior to DCFH-DA assays. The mean fluorescence of ROS was quantified only in live cells. ROS production by cells was measured during exponential or stationary phase growth with or without NSC319726.

### Statistical analysis

The Student t test was used for all analyses. Differences were considered significant when P was < 0.05.

## Electronic supplementary material

Supplementary Information S1

Supplementary Information S2

How the deposited data were processed for this re-analysis (not part of the article)

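Gene expression of *C. albicans* SC5314 was measured on 2 arrays, 1 of untreated cells and 1 of cells treated with NSC319726 at 4 μg/ml for 60 min. The authors labelled RNA with Cyanine 3, hybridized it to a custom Agilent array of 6101 genes and read the images with Agilent Feature Extraction 10.7.3.1. The authors deposited the resulting intensities per spot, on a linear scale, corrected for background and for trends across the array, and not scaled between arrays. They also deposited 1 table of signed fold changes per gene. How the authors scaled the arrays and combined the probes for that fold change is not given in the sources used here beyond log transformation and statistical normalization.

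From the deposited intensities, log2 values were computed and the 75th percentile of each array, over gene spots without outlier flags, was subtracted. Spots of a probe were averaged, then the probes of a gene. A probe was used if a share of at least 0.5 of its spots was well above background on at least 1 array, and a side not well above background entered as the higher of its own signal and the lowest signal among probes well above background on that array. A gene was counted as changed at a log2 difference of 1 or more in size, the 2-fold cutoff of the methods. Their p-value cutoff needs replicate arrays and was not applied, and no test was run. R 4.3.3 with limma 3.58.1 scaled the arrays, and Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 computed the rest. The number of arrays limits the precision: the difference between the probes of a gene shows technical error only, and variation between cultures was not measured.

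The steps were tested on simulated data, in which a treated array was made from the untreated array with 200 of 5988 genes changed 3-fold. For this simulated comparison 199 of the 200 genes (99.5%) were recovered, with 0 other genes called. The simulation added only independent noise per spot and a shift common to all spots. It held no difference between the probes of a gene, no trend with signal and no difference between cultures. The result checks the steps and gives no rate of false calls for the real arrays.

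Alternatives set before the data were examined were quantile normalization, median centring, loess between the arrays with a span of 0.4, no scaling, scaling on 8 spike-in probes, normexp background correction with an offset of 50, a filter for probes well above background on both arrays, no filter on dim probes, every probe past the cutoff, the brightest probe only, and the authors' deposited table. Normexp was planned on the mean spot signal and was run on the median spot signal, because the mean was not among the columns used here. A 3-fold cutoff was added after seeing the data.

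The array lists genes by orf19 identifiers, apart from 12 with a CaalfMp identifier, and 0 of the 6101 identifiers matched the 6263 genes of the reference table for assembly ASM18296v3. Symbols were therefore not joined to the array, and no coordinates are given. Genes that the paper names only by symbol, and all gene classes that had been defined by symbol (translation, metal homeostasis, antioxidant and further classes), were not analysed here. The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper's text names, the 10 largest falls and 10 largest rises among genes with all probes past 2-fold in one direction and well above background on both arrays, and genes of the Supplemental Tables not past 2-fold in the table's direction. Values implied by the Supplemental Tables had been seen. Of the largest changes, only identifiers described in the Supplemental Tables and at most 2 others in each direction are printed.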

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

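The tests of the 2- to 3-fold genes and of orf19.4652 were chosen only after these results were seen.

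In the authors' deposited table, 523 genes were 2- to 3-fold lower and 468 genes 2- to 3-fold higher in treated cells. They drew attention because they lie past the 2-fold cutoff but outside the number of changed genes that the paper discusses. Among the scalings run on the scanner intensities, the share of these genes past 2-fold ran from 24.6% without scaling to 78.3% with quantile normalization for the 517 lower genes measured, and from 83.3% with the 75th percentile to 97.2% without scaling for the 466 higher genes. A shift common to all genes moves genes picked close to a cutoff across it. For the lower genes, the shares therefore do not decide whether the scaling is their source, which stays open. At least 83.3% of the higher genes stayed past 2-fold under each of the 6 scalings run. Median centring, spike-in scaling and no scaling lower the treated array less than the 75th percentile does. They could therefore only keep or raise this share. For the higher genes too, the shares do not decide whether the scaling is their source. Noise of single probes was tested on genes picked by 1 probe alone, leaving out genes with a bound. Where the first probe was 2- to 3-fold changed, in 867 genes, the second probe had a median log2 difference of 1.22 in the same direction, which argues against noise of single probes as the source of most such changes. An error shared by both probes was not tested. The difference between the 2 cultures stays open as a technical explanation and the compound as a biological one, since 1 array per condition was available.

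The largest rise, a log2 difference of 9.64 for orf19.4652, belongs to an identifier that is not listed in the Supplemental Tables, although the gene may be listed there under a symbol. It drew attention because its signal was far above that of the untreated array. A single outlying spot or probe was tested, and the smallest log2 difference among its 4 spots, including 1 spot flagged as an outlier, was 8.22. This argues against a single outlying spot or probe. Under the alternatives run, including the authors' deposited table, the log2 difference of orf19.4652 lay between 8.72 and 10.01. Its 3 spots in use on the untreated array lay between 67.1 and 104.8 intensity units, all well above background, so that a small error in the background has a large effect on the size of the fold change. Whether the rise came from the compound or from another difference between the 2 cultures cannot be told apart with 1 array per condition.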

How the results depend on the processing

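The 3-fold cutoff was chosen after seeing the data, and the other alternatives before the data were examined. None of the results compared reversed under any of the alternatives run. The 57 genes of Supplemental Table 1 found by identifier were all at least 2-fold lower under every alternative with a 2-fold cutoff, with medians from -2.39 in the authors' deposited table to -1.96 without scaling. Of the 54 genes of Supplemental Table 2 found by identifier, 53 or 54 were at least 2-fold higher under the same alternatives. Their medians ran from 2.21 with normexp background correction to 2.65 without scaling. The study chose both lists on the same arrays, with smallest fold changes of 3.02 and 3.06, respectively, in the authors' deposited table. Their staying past 2-fold was therefore largely fixed by that choice.

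A value was taken as moved when it changed by more than 0.203, the pooled SD between the probes of a gene, and a count when it changed by more than 1.5 times. The former is technical error only, as no replicate arrays were available here. Without scaling, 505 genes were at least 2-fold lower and 1432 at least 2-fold higher, the median of the Supplemental Table 1 genes was -1.96, that of the Supplemental Table 2 genes 2.65 and that of the 7 named oxidative stress genes 2.47. The construction of this alternative shows the cause, since it shifts every gene by 0.37. Relative to the median of all genes, the Supplemental Table 1 genes were at -2.34 and the Supplemental Table 2 genes at 2.27 both with and without scaling. With the 3-fold cutoff, 372 genes were lower and 438 higher by the scanner intensities, and 429 lower and 434 higher in the authors' deposited table, as a stricter cutoff leaves fewer genes. Of 120 comparisons of 12 single genes with an alternative, 33 moved, 12 of them without scaling, and 0 reversed. The gene orf19.5144 crossed 2-fold, with log2 differences from 0.70 with quantile normalization to 1.76 with the brightest probe only.

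Scaling on the spike-in probes lowered the treated array by 0.27 rather than 0.37 and gave 721 lower and 1021 higher genes. Before scaling, the log2 differences of the 8 spike-in probes themselves ran from 0.02 to 0.39. Signal over background limits the smallest values, since 65 genes had no probe well above background on either array and 105 of the 887 higher genes rest on a bound. The median of the probes equals their mean with 2 probes per gene. The slide as a block and the methods' t-test were not run, because 1 array per condition was available. No paired analysis was possible because 1 array per condition was available.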

Differences from the paper's values

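The paper gives 429 genes with at least a 2-fold decrease, and 841 genes were at least 2-fold lower here. Of the alternatives set before the data were examined, the count without scaling, 505, lies within 1.5 times of the paper's, and those of the other alternatives, from 721 with spike-in scaling to 952 in the authors' deposited table, do not. The paper gives 434 genes with at least a 2-fold increase, and 887 genes were at least 2-fold higher here. None of the alternatives set before the data were examined comes within 1.5 times of that number, with counts from 746 with normexp background correction to 1432 without scaling. A 3-fold cutoff, which was chosen after seeing the values, gives exactly the paper's 429 and 434 in the authors' deposited table. It drops 0 of the 57 and 0 of the 54 genes that the Supplemental Tables list by identifier. The smallest fold changes of these genes in the authors' deposited table are 3.02 for the lower and 3.06 for the higher genes. The paper's counts thus match a 3-fold cutoff of that table rather than the 2-fold cutoff that the paper states. By the scanner intensities the 3-fold cutoff, chosen in the same way, gives 372 and 438 genes and drops 0 of the 57 and 4 of the 54.

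The paper gives ribosome biogenesis genes as 35% of the downregulated genes. The number of entries of Supplemental Table 1, 150, divided by the 841 genes here gives 17.8%. It is a ratio of counts and not a share found, since only 57 entries could be matched to the array. Divided by the number of genes called without scaling it gives 29.7%, which is within 1.5 times of the paper's share, and less than that under each of the other alternatives set before the data were examined. The paper gives core stress response genes as 23% of the upregulated genes. The number of entries of Supplemental Table 2, 98, divided by the 887 genes here gives 11.0%, again a ratio of counts, as 54 entries were matched and 53 of these are among the 887. None of the alternatives set before the data were examined comes within 1.5 times of the paper's share, with 6.8% without scaling and 13.1% with normexp background correction as the lowest and highest. With the 3-fold cutoff, chosen after seeing the values, the same ratios of counts are 35.0% and 22.6% in the authors' deposited table, where 0 of the listed identifiers are dropped. By the scanner intensities, with the cutoff chosen in the same way, the ratios are 40.3% and 22.4%, although 0 and 4 of the matched entries are dropped from the genes counted.

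Supplemental Table 2 lists orf19.5144 as upregulated. Its log2 difference here was 0.97, under 2-fold, and the remaining 53 genes listed by identifier were past 2-fold. It was past 2-fold with median centring at 1.04, spike-in scaling at 1.07, no scaling at 1.34, the brightest probe only at 1.76 and in the authors' deposited table at 1.67. The methods state that each set of probes was spotted in duplicate, whereas 9796 of 12202 gene probes lie on 1 spot in the scanner files and 2256 lie on 2 spots.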

Other observations

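The tests of scaling and of dim probes were set before the data were examined and that of a spatial gradient before its result was seen. Those of the brightest genes, of values outside both probes, of the second probe and of the 2 cultures were chosen only after the results were seen.

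For the fall of the Supplemental Table 1 genes, 3 explanations were weighed. The scaling of the arrays was tested with 6 scalings, and the median closest to 0 was -1.96, which argues against scaling as the source of the direction. A spatial gradient was tested by subtracting the median of each of 16 blocks of the array, which left the median at -2.33, and the block medians ran only from -0.08 to 0.07. A difference between the 2 cultures that the compound did not cause stays open, since 1 array per condition was available.

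Dim probes near background were tested as a source of the 2-fold changes. Of the 1728 changed genes, 26.7% were among the 25% of genes with the lowest mean signal. Without a filter on dim probes 27.2% were, which argues against dim probes as the source of most changed genes. The share pools lower and higher genes, so it does not test a rise of dim genes. Genes within 0.5 of the log2 signals of the spike-in probes at 6.64 and 8.13 had median log2 differences of 0.51 and 0.29. Those spike-in probes were at -0.35 and 0.02. The source of this difference was not tested. A comparison of the signs of both probes, also set beforehand, was left out because genes picked by the mean of their probes mostly agree in sign for that reason alone. Among the dimmest genes, leaving out those with a bound, 358 were past 2-fold by their first probe, and the second probe had a median log2 difference of 1.44 in the same direction, which argues against noise of single probes there.

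With the 75th percentile, the 100 brightest genes on the arrays were mostly lower in treated cells. Their median log2 difference was -0.87, with 83 of them lower and 44 at least 2-fold lower. Quantile normalization gave a median of -0.35, with 57 lower and 8 at least 2-fold lower, and loess between the arrays -0.27, both of which remove trends with signal by construction. Without scaling the median was -0.50, with 65 lower and 19 at least 2-fold lower, and relative to all genes it was -0.88 with and without scaling. In the authors' deposited table the median was -0.36, with 57 lower and 23 at least 2-fold lower. Of these genes, 0 are listed in the Supplemental Tables by identifier. A bias of the arrays that grows with signal was tested on the spike-in probes. Only 1 of 8 spike-in probes was as bright as these genes. Its log2 difference was -0.19 over 20 spots, or -0.12 minus the median of the other spike-in probes, against a median of -1.07 for the 72 genes within 0.5 of its log2 signal. This probe thus shows little of such a bias. The next brightest spike-in probes, at -0.11 and -0.13, lie where the genes around them did not fall, with medians of -0.05 and 0.08, and so do not test it. With 1 probe in the range concerned, this bias and a fall of the most abundant transcripts cannot be told apart.

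The fold changes in the authors' deposited table lie more than 0.5 (log2) outside the values of both probes of a gene for 294 genes, 266 of which are among the 25% of genes with the lowest mean signal. Another scaling alone left at least 59 such genes. With quantile scaling and every spot and probe kept, which was chosen after trying combinations of scaling and filter, 5 genes remained. Over all 12 combinations the number ran from 5 to 749. That combination gives 841 lower and 837 higher genes at 2-fold and 373 and 393 at 3-fold, against 952, 902, 429 and 434 in the authors' deposited table, so how that table was made stays open. No biological explanation was tested. Of the 65 genes with no probe well above background on either array, the authors' deposited table gives 11 as at least 2-fold lower and 3 as at least 2-fold higher.

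The descriptions in Supplemental Table 2 were searched for words, with search terms chosen after reading them. Oxidative stress, peroxid, superoxide, Cap1, oxidants or the word oxidative followed by a comma appears in 26 of 98 descriptions (26.5%). A description that lacks these words can still belong to an oxidative stress gene. The 12 such genes found by identifier had a median log2 difference of 2.28, and the 42 others one of 2.30. Iron, ferric, copper or cupric appears in 14 descriptions, 5 of them found by identifier, with a median of 2.96. The predicted tests of a low-iron, low-copper or low-zinc response need gene symbols and were not run.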
